A study of Mus musculus with 6 samples. Its data were reported in "Sexually dimorphic transcriptional programs of early-phase response in regenerating peripheral nerves" (2022).

How the data were processed

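Female and male C57BL/6 mice underwent transection of the left sciatic nerve, and the proximal stump was collected 24 h later; nerves of 2 mice were pooled per library, and the 3 libraries of each sex came from separate animals per the labels. P-values therefore measure the spread between pools. Poly-A RNA was sequenced from stranded TruSeq libraries as paired-end reads. The submitters' processing notes name Trimmomatic 0.39 for trimming, Salmon 1.5.2 for quantification and MultiQC 1.9. The authors deposited Salmon's output per transcript: the estimated count of each transcript, its TPM and its effective length. The estimated counts in the deposited files are not normalised and need not be whole, and reads that match several transcripts are split among them by Salmon's model, so close copies of a gene can exchange counts. TPM, as deposited by the authors, is corrected for effective length and scaled to the same total in each library.

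The files list 140789 transcripts of 54309 genes with their symbols. The study states a GENCODE mouse release on assembly GRCm39 and coordinates here come from a later release on the same assembly (M39), in which 53700 genes (98.9%) were found by identifier. Of the versioned transcript identifiers 73.4% were in that release, so gene boundaries may differ in detail. Genes were called protein-coding when any of their transcripts in the files was.

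Transcript counts were summed per gene and rounded to whole numbers. In R 4.3.3, genes were filtered with filterByExpr of edgeR 4.0.16, normalised by the trimmed mean of M values (TMM) and tested with the quasi-likelihood F test (glmQLFit and glmQLFTest) with sex as the only term, and p-values were adjusted by Benjamini and Hochberg over the genes tested. The SE of a log2 fold change was its size divided by the square root of F. The threshold was an adjusted p under 0.1, which the study also used, and 2-fold means an absolute log2 fold change above 1. For a gene at 0 counts in every library of 1 sex, a lower bound of the fold was taken against a floor of 3 counts per library, and for 1 to 3 counts the ratio is given with an exact 95% interval; floors and intervals cover counting error only.

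Libraries were grouped by the sex their labels give, and the depth of each library stands with the results. Before the data were examined, 48 gene lists were written, of which 2 served as the sex check and 5 held genes the study had named on these samples. The 46 others with 5 or more tested genes were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, correlation preset to 0.01), and again with an estimated correlation and with fry. X-linked genes were tested in the same way. Shares of counts were compared with an exact permutation test. The text names genes by a rule set at the same time: every tested gene of the sex check lists, the 10 protein-coding autosomal genes with the largest change in each direction (adjusted p under 0.1, more than 2-fold, mean CPM of 1 or more, no overlap between the sexes), up to 4 members of each called list by smallest p in its direction, up to 2 of each other list, and up to 10 called members of each study list. The rule gave 152 genes and which of them the text names was decided after their values were seen; some are not reported here. Genes outside the rule are marked as chosen after their values were seen, or stand in the closing part.

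No library was a copy of another: the chi-square of the counts per degree of freedom was 44.7 to 134.1 over the 6 pairs within a sex. Alternatives set before the data were examined were DESeq2 size factors in edgeR, library size alone, the Wald test of DESeq2 1.42.0, limma-voom, other filters, a transcript-length offset, protein-coding genes alone, the replicate number as a block, 1 surrogate variable (sva 3.50.0), an adjusted p under 0.05 and each library left out. A skeletal muscle score as a covariate and the removal of GC and length trends were added after the data were seen. Simulated data were made from the means, dispersions and library sizes of this comparison, with 200 genes changed among those simulated (18118 passed the filter). On them the edgeR test recovered 81.8% of genes changed 4-fold and 49% of genes changed 2-fold with 18 false calls. DESeq2 made 108 false calls. Camera found the 1 list shifted, by 0.8 on the log2 scale, and called 0 of the others, whose genes were simulated as independent. The shifted list had an adjusted p of 3.44e-11 by camera, 0.000791 by fry and 0.0755 with an estimated correlation.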

Results

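Messenger RNA was sequenced from the proximal stump of the left sciatic nerve, the part that stays connected to the dorsal root ganglia, 24 h after the nerve of C57BL/6 mice had been cut at mid-thigh (axotomy). The series held 6 libraries, 3 from females and 3 from males, and each library was a pool of nerves from 2 mice. The question it addressed was which transcripts differ between the sexes in the injured nerve. Libraries from sham-operated nerves were not analysed here, so no value below is a response to injury. The estimated counts assigned to genes came to 49158283, 54434147 and 64802091 in females 1, 2 and 3, and to 69848769, 56486909 and 51936195 in males 1, 2 and 3. Of 54309 genes listed, 30979 had a count in some library and 18424 passed the filter on low counts and were tested. Values below are counts scaled by normalised library size (CPM), as mean ± SD with n = 3 libraries per sex, and log2 fold changes are male minus female ± SE.

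The genes that passed the threshold higher in males included 9 of 12 central neuron, 6 of 13 astrocyte, 4 of 11 oligodendrocyte, 11 of 27 voltage-gated channel, 10 of 19 synaptic vesicle and 10 of 18 genes of the myelinating Schwann cell, the cell that wraps peripheral axons. Those that passed it higher in females included 5 of 26 cell-cycle genes and the fast muscle fibre genes Myh4 and Mybpc2. Tested as lists against all other genes, none of these groups was called with an estimated correlation (smallest adjusted p = 0.379). The rotation test fry called the lists named here as higher in males, but not the cell-cycle or muscle list. At an adjusted p under 0.1 (edgeR quasi-likelihood test, Benjamini-Hochberg), 971 genes differed between the sexes, 702 higher in males and 269 higher in females. Of these, 916 lay on autosomes, and 407 differed by more than 2-fold, 335 of them higher in males. At an unadjusted p under 0.05 there were 3811 genes. The CPM of the sexes did not overlap for 4693 genes, 25.5% of those tested, where chance gives 10%. The counts depended on single libraries: without females 1, 2 and 3 in turn 1, 327 and 2612 genes passed (0, 40 and 1262 of them higher in females, and 1, 240 and 934 beyond 2-fold), and without males 1, 2 and 3 651, 761 and 7 (115, 172 and 1 higher in females). Of the 971 calls, 1, 294 and 936 remained without females 1, 2 and 3, and 449, 562 and 6 without males 1, 2 and 3, so that each gene call given below other than that of Kdm5d was lost without female 1, and each other than those of Kdm5d, Aqp4, Slc6a11, Mobp, Olig1 and Kcnt1 without male 3. Of the 80 called genes named in this text 31 lost their call without female 2, 21 without male 1 and 17 without male 2, and Hpse2 without female 3. At an unadjusted p under 0.05, 2389 genes passed without female 1 and 2489 without male 3.

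The first principal component of log2 CPM held 43.8% of the variance and separated the sexes, with female 3 at -7.90, between the other 2 females (-61.9 and -46.1) and the males (36.1 to 42.3). The second held 23.9%, with female 3 at 44.5 and male 3 at -51.3 at its ends.

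The genes that report sex followed the labels, with low counts of genes of the opposite sex in each of the 6 libraries. Xist (ENSMUSG00000086503.5, chromosome X, 102503972 to 102537573), the noncoding RNA that silences 1 X chromosome in female cells, stood at 590.3 ± 156 CPM in females and 1.09 ± 1.54 CPM in males (adjusted p = 0.0323). Male 1 held 2.87 CPM of Xist from 193 counts, against 6 and 16 counts in males 2 and 3. The Y-linked Ddx3y (ENSMUSG00000069045.12, chromosome Y, 1260715 to 1286663), an RNA helicase, stood at 50.0 ± 8.53 CPM in males (adjusted p = 0.0585), and Eif2s3y, a translation factor subunit, at 56.8 ± 2.12 CPM (adjusted p = 0.0568). Both had 0 counts in females 1 and 2, while female 3 held 139 counts of Ddx3y and 147 of Eif2s3y. The histone demethylase gene Kdm5d stood at 17.7 ± 0.864 CPM in males and 1.02 ± 0.261 CPM in females, and Uty, of the same enzyme class, at 10.6 ± 2.28 and 0.755 ± 0.461 CPM. The log2 fold change of Uty was 3.79, 4.38 without female 3 and 2.46 with an offset for transcript length. Without female 3 the females held 0 counts of Ddx3y and Eif2s3y, so no fold change is given for them. The log2 fold change of Xist (-9.01) was -11.47 without male 1 and -10.15 by limma-voom. Females 1 and 2 held 43 and 51 counts of Kdm5d and 18 and 37 of Uty. Of the X-linked genes that escape silencing, Ddx3x (1.84-fold, adjusted p = 0.0346), Kdm6a (1.80-fold, adjusted p = 0.0470), Kdm5c (1.72-fold, adjusted p = 0.0469) and Eif2s3x (1.62-fold, adjusted p = 0.0366) were higher in females. The other 6 genes of that list did not pass, with log2 fold changes of 0.58 for Mid1 (adjusted p = 0.122), 0.27 for Ftx (adjusted p = 0.202), -0.38 for Pbdc1 (adjusted p = 0.108), -0.32 for Car5b (adjusted p = 0.270), -0.30 for 5530601H04Rik (adjusted p = 0.2995) and -0.002164 for Jpx (adjusted p = 0.996). Mid1 passed higher in males by DESeq2, without a filter, with the length offset, among protein-coding genes alone and without male 1. Pbdc1 passed higher in females by DESeq2, with library size alone, with the length offset and with GC and length trends removed. The calls for Ddx3y and Eif2s3y were lost by the DESeq2 Wald test, and those for Kdm6a and Kdm5c with a skeletal muscle score as a covariate.

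**Figure D1:**
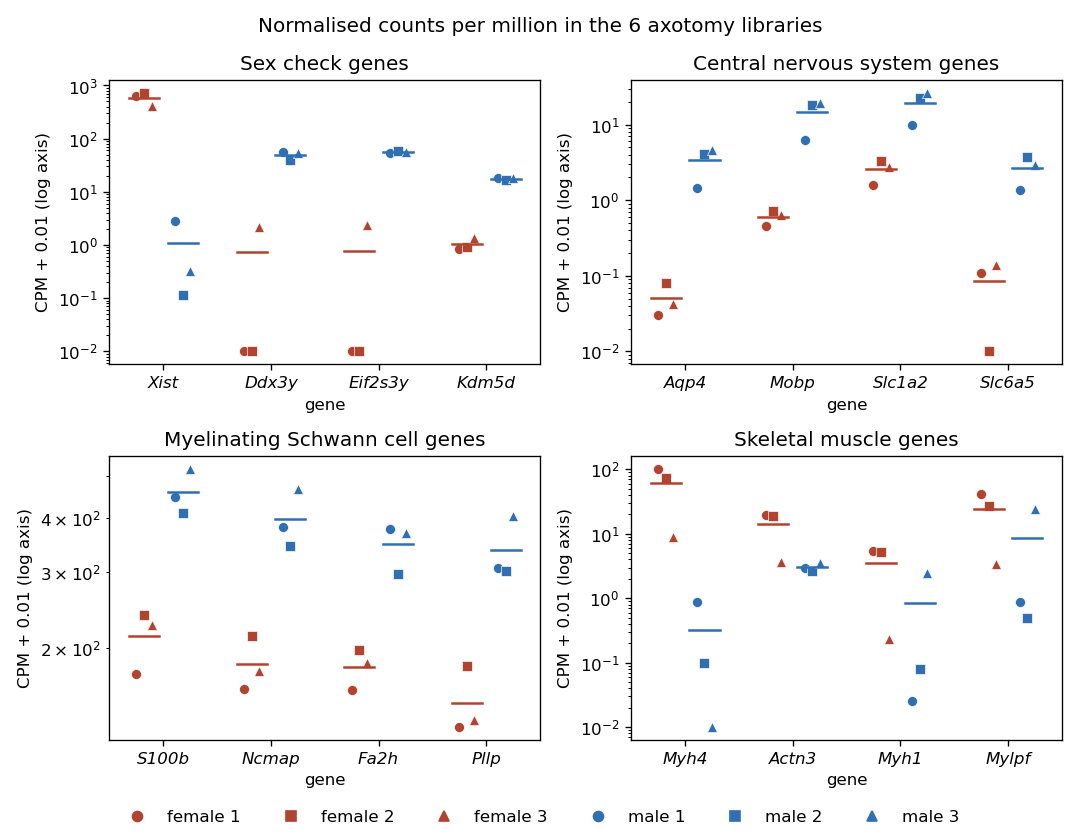
Normalised counts (CPM) of 16 genes in each library, as CPM + 0.01 on a log axis, with 1 point per library (3 females, 3 males) and a line at each sex's mean. Ddx3y and Eif2s3y lie at 0 CPM in females 1 and 2 and above 2 CPM in female 3, and Aqp4, Mobp, Slc1a2 and Slc6a5 are lower in male 1 than in males 2 and 3.

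Genes known from astrocytes, oligodendrocytes and neurons of the central nervous system were among the largest differences in favour of males. The largest among protein-coding autosomal genes with a mean of 1 CPM or more and no overlap between the sexes was Aqp4 (ENSMUSG00000024411.12, chromosome 18, 15522451 to 15544039), the water channel of astrocyte end-feet, at 3.40 ± 1.70 CPM in males and 0.0407 ± 0.0268 CPM in females, a log2 fold change of 6.30 ± 0.64 (adjusted p = 0.0323). Mobp (ENSMUSG00000032517.17, chromosome 9, 119973770 to 120011273), a protein of central myelin, stood at 14.7 ± 7.28 against 0.593 ± 0.132 CPM, a log2 fold change of 4.62 ± 0.47 (adjusted p = 0.0323). Slc6a5, the glycine transporter of inhibitory neurons, was 34.4-fold higher in males (2.68 ± 1.22 against 0.0750 ± 0.0666 CPM). The other 7 of the 10 largest were Scn1a (29.6-fold), Rasgrf1 (27.3-fold), Ina (25.1-fold), Cadps (18.1-fold), Scg2 (17.1-fold), Tmem130 (16.2-fold) and Atp2b2 (16.0-fold), with adjusted p values from 0.0323 to 0.0366. The log2 fold change of Aqp4 was 6.90 without female 2 and that of Slc6a5 (5.10) was 5.77 without female 3. Those of Rasgrf1 and Scn1a (4.77 and 4.89) were 4.03 and 3.91 with the length offset. In each of these 10 genes male 1 held the lowest male value.

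By list, 9 of 12 measured central neuron genes, 6 of 13 astrocyte genes and 4 of 11 oligodendrocyte genes passed the threshold higher in males. The study had itself named 1, 3 and 6 of the measured genes on these samples. Their median log2 fold changes were 2.58, 0.93 and 1.20. Adjusted over the list alone, the counts were 10, 8 and 5. Among the neuronal genes, Slc32a1, which loads inhibitory transmitters into vesicles, was 25.2-fold higher in males, Syt1, the calcium sensor of vesicle release, 20.3-fold, and the neuronal nuclear protein gene Rbfox3 3.71-fold (a log2 fold change of 1.89, and 2.68 with the length offset). Among the astrocyte genes, the glutamate transporter gene Slc1a2 stood at 19.6 ± 8.56 CPM in males and 2.54 ± 0.870 CPM in females, and the GABA transporter gene Slc6a11 was 15.6-fold higher. Of the oligodendrocyte genes, Olig1, a transcription factor of that lineage, was 37.9-fold higher, Mog, a protein of the outer central myelin surface, had 2 counts over the 3 females, both in female 3, against 233 over the males, a ratio of 114 (95% interval 31.1 to 942), and Ermn had 0 counts in females and was at least 24.6-fold higher in males. The tests of the lists against all other genes (camera, preset correlation 0.01) gave adjusted p values of 2.68e-10, 2.03e-05 and 1.83e-05, and each was lost with an estimated correlation (adjusted p = 0.379 for all 3 lists). Markers of sensory neurons had a smaller median log2 fold change of 0.25 (camera adjusted p = 0.0613, adjusted p = 0.545 with an estimated correlation and adjusted p = 0.220 with the muscle score as a covariate), where the 3 neurofilament genes Nefl (2.61-fold), Nefm (2.37-fold) and Nefh (2.00-fold) were the ones that passed the threshold among 11 measured, each higher in males, and Calca, the precursor of calcitonin gene-related peptide, stood at 3.59 ± 0.352 CPM in males and 2.79 ± 0.411 CPM in females (adjusted p = 0.328).

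Several genes of electrical signalling and vesicle release also passed the threshold higher in males. Of 27 voltage-gated channel genes 11 passed it in that direction, of 19 synaptic vesicle genes 10, of 17 transmitter-gated channel genes 5, and of 17 axonal cytoskeleton genes 6. The study had named 1, 6, 10 and 9 of these genes on the same samples. The potassium channel gene Kcnt1 stood at 4.82 ± 2.37 CPM in males and 0.310 ± 0.117 CPM in females, a log2 fold change of 3.96 ± 0.45 (adjusted p = 0.0323), which was 4.76 with the length offset. The glutamate receptor genes Gria2 and Grin1 were 11.1-fold and 4.90-fold higher, and the microtubule protein gene Map2 2.49-fold. Htr2c, a serotonin receptor gene, and Kcnd2, a potassium channel gene, had 0 counts in females. They were at least 13.6-fold and 8.83-fold higher in males, against a floor of 3 counts per library. Htr2c is counted among the 5 of the transmitter-gated channel list, although its receptor is not itself a channel. The synaptic vesicle protein gene Syp stood at 23.8 ± 2.57 CPM in males and 12.8 ± 1.72 CPM in females, and Sncg, the gene of gamma-synuclein, was 1.59-fold higher in males. Median log2 fold changes were 0.78 for voltage-gated channels, 0.72 for synaptic vesicles, 1.61 for transmitter-gated channels and 0.41 for the cytoskeleton. Camera's adjusted p was 4.31e-08, 1.74e-10, 2.13e-07 and 0.000783 in that order, and with an estimated correlation the adjusted p was 0.379 for the first 3 and 0.590 for the cytoskeleton. Adjusted over the list alone, 18, 17, 10 and 9 genes passed higher in males, and 1 gene in each of the last 2 lists passed higher in females. The calls for Map2 and Nefm were lost by limma-voom. That for Map2 was lost also with the length offset (a log2 fold change of 0.65 against 1.32), that for Nefm with 1 surrogate variable, and those for Nefm and Nefh with the muscle score as a covariate. The synaptic vesicle and central neuron lists share Syt1, and in Kcnt1, Gria2, Grin1, Map2, Syp, Htr2c and Kcnd2 male 1 again held the lowest male value.

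Smaller groups called by camera were neuropeptides (1 of 10 past the threshold, higher in males), Hox genes (2 of 20) and axonal transport motors (2 of 25), with camera adjusted p of 0.0360, 0.0658 and 0.0670, and adjusted p of 0.379, 0.788 and 0.780 with an estimated correlation. The call for Hox genes was lost without female 1, male 2 and male 3 (adjusted p = 0.39, 0.101 and 0.113), and that for motors without female 1, female 2, male 1 and male 3 (adjusted p = 0.204, 0.164, 0.246 and 0.105). With the muscle score as a covariate their adjusted p was 0.104 and 0.143, and with GC and length trends removed that of Hox genes was 0.152. Adjusted over the list alone the counts were 2 for each of the 3 lists, and the study had named 7, 3 and 4 of their genes on these samples. The neuropeptide gene was Sst, the precursor of somatostatin, with 1 count over the females, in female 3, and 115 over the males, a ratio of 112 (95% interval 19.7 to 4462). The Hox genes, which set position along the body axis, were Hoxb5 (2.19-fold) and Hoxb8 (3.12-fold). The motors were Dync1i1 (3.46-fold), a dynein subunit, and Kif1a (1.52-fold), a kinesin that carries vesicle precursors. The calls for Hoxb8 and Dync1i1 were lost by limma-voom, and these and that for Hoxb5 with the muscle score as a covariate. That for Hoxb8 was lost also with the length offset, that for Dync1i1 with 1 surrogate variable, and that for Kif1a with library size alone.

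Several genes of the myelinating Schwann cell were higher in males. Of 18 genes measured 10 passed the threshold higher in males and 17 had positive log2 fold changes, with a median log2 fold change of 0.89. Ncmap (ENSMUSG00000043924.17, chromosome 4, 135094616 to 135125538), a membrane protein of noncompact peripheral myelin, stood at 398 ± 62.2 CPM in males and 183 ± 26.9 CPM in females, a log2 fold change of 1.12 ± 0.16 (adjusted p = 0.0346). S100b, a calcium-binding protein gene, was 2.16-fold higher, Fa2h, which makes hydroxylated myelin lipids, 1.93-fold, and Pllp, a proteolipid gene, 2.26-fold. Camera gave the list an adjusted p of 1.01e-11, which was lost with an estimated correlation (adjusted p = 0.379), and adjusted over the list alone 16 of its genes passed higher in males. Cholesterol synthesis genes had positive log2 fold changes in 16 of 16, and 2 passed the threshold, among them Sc5d (1.61-fold), a late enzyme of the pathway (camera adjusted p = 3.21e-05, and adjusted p = 0.637 with an estimated correlation). The call for Sc5d was lost with the length offset and with the muscle score as a covariate. Of other fixed lists, Cntf, a survival factor made by Schwann cells, stood at 612 ± 128 CPM in males and 226 ± 52.4 CPM in females (adjusted p = 0.0346), and Cdkn1a, an inhibitor of the cell cycle, was 2.12-fold higher in males (adjusted p = 0.0323). The lists of repair and non-myelinating Schwann cells were not called (camera adjusted p = 0.627 and 0.556). The repair list shares Olig1 with the oligodendrocyte list, and Olig1 was the 1 of its 19 genes past the threshold.

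Several cell-cycle genes were higher in females. All 26 had negative log2 fold changes with a median of -0.59, and 5 passed the threshold, among them Kif11 (2.12-fold higher in females), a motor of the mitotic spindle, Ccnb1 (2.50-fold), Bub1 (2.06-fold) and Kif23 (2.19-fold). The study had named 6 of the 26 on these samples. Camera gave the list an adjusted p of 2.42e-09, lost with an estimated correlation (adjusted p = 0.545), and adjusted over the list alone 17 genes passed higher in females. By DESeq2 13 passed and by limma-voom 2, and the calls for all 4 named genes were lost with the muscle score as a covariate, those for Kif11, Bub1 and Kif23 also by limma-voom, and those for Bub1 and Kif23 with 1 surrogate variable. In each of these 4 genes female 3 held the lowest female value. All 4 fell from female 1 to female 3, as did the mean log2 CPM of the adipocyte list (5.29, 4.70 and 2.87). In males the order differed: all 4 were highest in male 1, where that mean was lowest (2.45, against 3.97 and 3.51).

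The fast muscle fibre genes Myh4 and Mybpc2 had the largest differences in favour of females among the protein-coding autosomal genes ranked, and muscle genes varied widely between libraries of 1 sex. Myh4 (ENSMUSG00000057003.13, chromosome 11, 67128336 to 67151274), a fast myosin, stood at 102.8, 74.6 and 8.84 CPM in females 1, 2 and 3 and at 0.861, 0.089 and 0 CPM in males 1, 2 and 3 (adjusted p = 0.0419). Mybpc2 (58.3-fold), Pvalb (5.36-fold) and Actn3 (4.60-fold), also of fast fibres, were higher in females, whereas Mylpf stood at 24.7 CPM in male 3 and at 3.42 CPM in female 3 (adjusted p = 0.582). Camera gave the muscle list an adjusted p of 0.0202, lost with an estimated correlation (adjusted p = 0.788) and also without male 1 or male 2 (adjusted p = 0.165 and 0.195), with 2 of 15 genes past the threshold higher in females and 1 higher in males by edgeR, and 0 past it by limma-voom. The calls for Myh4, Mybpc2, Pvalb and Actn3 were lost by limma-voom and with the muscle score as a covariate, a score built from muscle genes. That for Actn3 was lost also with the length offset, library size alone and 1 surrogate variable. The log2 fold change of Myh4 (-7.49) was -10.32 without male 1, -8.61 by limma-voom and -6.33 with the muscle score. That of Mybpc2 (-5.87) was -7.02 without male 1 and -4.56 with the muscle score, which also gave -1.83 for Pvalb (-2.42) and -1.33 for Actn3 (-2.20, and -1.53 with the length offset). That of Mylpf (-1.48) ranged from -5.13 without male 3 to -0.22 with the muscle score. The mean log2 CPM of this list was 4.57, 5.19 and 1.44 in females 1, 2 and 3 and -0.50, -1.08 and 4.52 in males 1, 2 and 3. The rest of the 10 largest were Elobl (9.44-fold), Gm28036 (9.13-fold), Gm49342 (4.60-fold), Cd300ld4 (4.60-fold), Cd300ld5 (3.96-fold) and Gdf3 (3.82-fold), a growth factor gene. Cd300ld4 and Cd300ld5 are close copies within a gene family, and their values are uncertain because the counting could have split reads between such copies. The calls for Gm28036, Cd300ld4 and Cd300ld5 were lost by limma-voom and with the muscle score as a covariate, and that for Gm49342 with the latter. Those for Cd300ld4 and Cd300ld5 were lost also with library size alone and, like that for Gm28036, with 1 surrogate variable. The log2 fold change of Elobl (-3.24) was -2.31 without female 3, and with the muscle score those of Gm49342 (-2.20) and Cd300ld5 (-1.98) were -1.56 and -1.26.

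Of the immune and vascular groups, macrophage and monocyte genes had a median log2 fold change of -0.42 and a camera adjusted p of 0.0107 (adjusted p = 0.788 with an estimated correlation), although by edgeR 0 of 18 passed the threshold higher in females and 1 passed it higher in males. At an unadjusted p under 0.05, 6 passed higher in females, as did 6 by DESeq2 and 0 by limma-voom. Mrc1, a mannose receptor gene of resident macrophages, stood at 363 ± 179 CPM in females and 151 ± 25.6 CPM in males (adjusted p = 0.104), and passed the threshold by DESeq2, without a filter and without female 3, with a log2 fold change of -1.27, and -0.51 with the length offset. Mrc1 stood at 552.9, 339.6 and 197.2 CPM in females 1, 2 and 3 and at 130.7, 179.8 and 142.6 CPM in males 1, 2 and 3. The mean log2 CPM of the adipocyte list had the same order within each sex, at 5.29, 4.70 and 2.87 in the females and 2.45, 3.97 and 3.51 in the males. The metalloproteinase gene Mmp12 was 2.92-fold higher in females (adjusted p = 0.0555) and the endothelial gene Plvap 2.24-fold (adjusted p = 0.0820), the latter a call that was lost with the length offset and with the muscle score as a covariate. The class II antigen-loading genes H2-DMa (1.73-fold) and H2-DMb1 (1.71-fold) were higher in males, while their list was not called (camera adjusted p = 0.104) and passed when female 1, female 2, male 1 or male 3 was left out (adjusted p = 0.0211, 0.0842, 0.0368 and 0.0939). That list passed also with DESeq2 size factors (camera adjusted p = 0.0977), a CPM filter (0.098), the length offset (0.0219), 1 surrogate variable (0.0948) and the muscle score (0.0534). It did not pass with the replicate number as a block (camera adjusted p = 0.110), GC and length trends removed (0.179) or an estimated correlation (0.788). Ribosomal protein genes had a median log2 fold change of -0.19 (camera adjusted p = 8.39e-07, and adjusted p = 0.788 with an estimated correlation) with 0 of 83 past the threshold by edgeR and by limma-voom, 2 by DESeq2, and 3 at an unadjusted p under 0.05.

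In all, camera called 21 of 46 lists, 15 higher in males and 6 higher in females. The 21 include the study's own lists of genes higher in males, reduced in males, higher in females and reduced in females. Those genes were chosen on these samples. With an estimated correlation none of the 46 was called, the smallest adjusted p being 0.379. In the simulated data this setting gave the shifted list an adjusted p of only 0.0755, so a missing call under it says little. The rotation test fry, which asks whether the genes of a list move on balance in 1 direction, called 10 lists, each among the 21. They include the study's lists of genes higher in males and reduced in females. The others were the central neuron, astrocyte, oligodendrocyte, myelinating Schwann cell, synaptic vesicle, voltage-gated channel, transmitter-gated channel and neuropeptide lists (fry adjusted p 0.0209 to 0.0556). Fry did not call the cell-cycle, muscle, macrophage and ribosomal protein lists (adjusted p = 0.115, 0.554, 0.488 and 0.406). Nor did it call sensory neurons, axonal cytoskeleton, transport motors, Hox genes or cholesterol synthesis (0.115 to 0.278). The other 9 ways to split the 6 libraries into 3 and 3 gave between 15 and 25 lists called by camera, so its calls at the preset correlation did not set the split by sex apart. Among the lists not called were those of immediate-early genes (median log2 fold change 0.11, adjusted p = 0.538), heat shock genes (0.02, adjusted p = 0.882) and T and NK cells (-0.07, adjusted p = 0.993). Adipocyte genes (-1.20, adjusted p = 0.157) passed without female 3 (adjusted p = 0.00212) and without male 2 (adjusted p = 0.0667), and neutrophil genes (-0.52, adjusted p = 0.121) without female 2 (adjusted p = 0.000695) and without male 2 (adjusted p = 0.01002). Neutrophil genes passed also with 1 surrogate variable (camera adjusted p = 0.0272) and with the muscle score as a covariate (camera adjusted p = 0.000342). They did not pass with DESeq2 size factors, a CPM filter, the length offset, the replicate block or GC and length trends removed. There camera's adjusted p was 0.109 to 0.131, and it was 0.788 with an estimated correlation. Median and mean log2 fold change differed in sign for repair Schwann cell genes (-0.14 and 0.11) and for neurotrophic factors and receptors (-0.11 and 0.03), with a test direction towards females, and for T and NK cells the median and mean (-0.07 and -0.03) differed from a test direction towards males, none of these 3 lists being called.

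**Figure D2:**
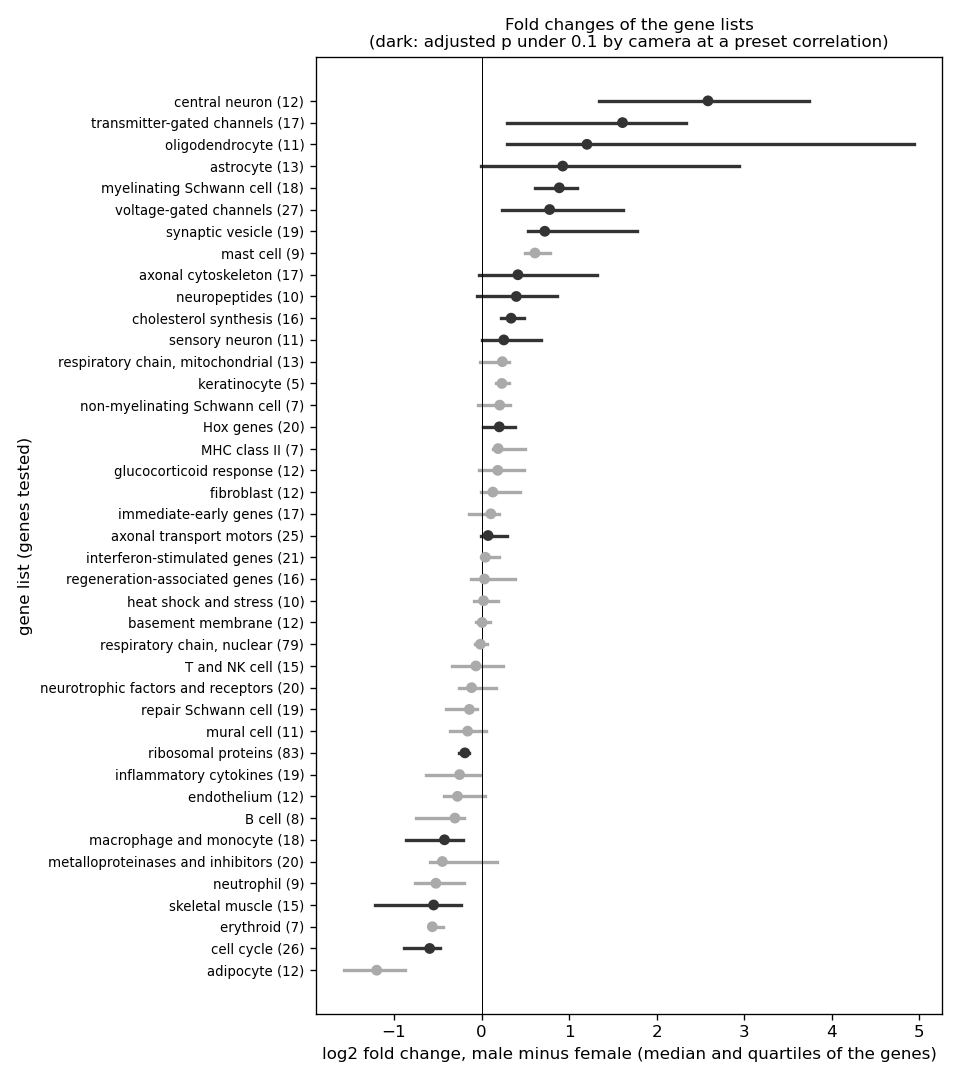
Median log2 fold change, male minus female, of 41 gene lists (point) with the quartiles of their genes (line), dark for lists with an adjusted p under 0.1 by camera at its preset correlation and grey for the others. Central neuron genes have the highest median, 2.58, and adipocyte genes the lowest, -1.20.

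Of the genes the study had named as higher or induced in males, 80 were measured, and 41 passed the threshold higher in males. Of 14 named as reduced in males 2 passed higher in females (Mmp12 and Kif23), and of 6 listed here as reduced in females 4 passed higher in males (Pla2g5, Nell2, Sox11 and Hpse2). That list does not hold every gene the study named so. Mobp and Kcnt1, which it also reported as reduced in females, were kept on the list for males, where both passed. Of 13 named as higher or induced in females 0 passed the threshold by edgeR, 3 by DESeq2, 1 by limma-voom and 3 at an unadjusted p under 0.05, each higher in females, and of 28 named as induced in both sexes 1 differed (Serpine2, 1.60-fold higher in males). The call for Sox11 was lost by limma-voom, with 1 surrogate variable and with GC and length trends removed. Those for Sox11 and Hpse2 were lost with library size alone, and those for Sox11, Hpse2 and Serpine2 with the muscle score as a covariate. The log2 fold change of Hpse2 (2.34) was 3.43 without female 2. These lists were chosen on these samples and are not independent evidence of their direction. Where the study named a gene as induced or reduced it compared axotomy with sham nerves within 1 sex. The values here compare males with females after axotomy, so these counts are not a repeat of its tests. Adjusted over the list alone, 61 of the genes named for males passed higher in males and 2 higher in females. Of the others, 8 of those reduced in males and 2 of those named for females passed higher in females, and 6 of those reduced in females passed higher in males.

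X-linked genes other than the sex check genes were not called as a set (560 genes, median log2 fold change -0.03, mean 0.04, camera p = 0.839 with a direction towards females), and with an estimated correlation p was 0.909. Of 571 X-linked genes tested, 24 passed the threshold higher in females and 24 higher in males. The share of counts from mitochondrial genes was 3.84% ± 1.32 in females and 4.52% ± 0.154 in males (exact two-sided permutation p = 0.5), a difference that turned to -0.615 percentage points by TPM. Without female 1 the difference was 0.0512 percentage points and without female 3 1.37, against 0.679 over all 6 libraries. Haemoglobin genes took 0.963% ± 0.618 and 0.658% ± 0.345 (exact p = 0.5), a difference of -0.305 percentage points that was -0.0198 without female 3 and -0.633 without female 2. Ribosomal protein genes took 4.56% ± 0.416 and 3.81% ± 0.418 (exact p = 0.2), and protein-coding genes took 96.4% ± 0.150 and 96.7% ± 0.235 (exact p = 0.2). The share of 18S ribosomal RNA, chosen after its values were seen, was 0.730% ± 0.410 and 0.280% ± 0.113 (exact p = 0.3). With 3 libraries against 3 this exact permutation test cannot go below p = 0.1.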

Values the study reported

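The study reported 25,788 genes detected in the proximal stumps. It counted 65 genes as lowered in female nerves and 159 as lowered in male nerves, at an adjusted p under 0.1 and beyond 2-fold. Those counts compare axotomy with sham nerves within 1 sex, not males with females.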

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

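The muscle-score and GC fits were chosen after the data were seen; all other settings were set before. Those of the 971 genes that a setting tested kept their sign except 5 under the length offset, and none was called in the opposite direction; the counts moved more. They are given as all genes, higher in males, higher in females, beyond 2-fold and autosomal. With the DESeq2 Wald test they were 2436, 1407, 1029, 689 and 2305, and without a filter 1617, 1069, 548, 754 and 1527. At an adjusted p under 0.05 they were 284, 248, 36, 182 and 265. With CPM of 1 or more in at least 3 samples 253 genes passed beyond 2-fold. With the muscle score as a covariate 609 genes passed, 87 higher in females and 577 autosomal. Leaving out 1 library, the counts ranged from 1 to 2612, from 1 to 1350, from 0 to 1262, from 1 to 934 and from 0 to 2483, the lowest without female 1 and the highest without female 3. With the replicate number as a block the counts were 56, 48, 8, 54 and 50. The numbers do not pair the samples: deviations of same-numbered libraries correlated at -0.04, -0.30 and -0.30, so the block is no measure of a weaker effect. RLE, library size alone, limma-voom, the length offset, protein-coding genes, 1 surrogate variable and the GC fit gave 825 to 1058 genes. Of the 90 genes checked one by one, 80 were called, and 1080 of their 1421 checks kept the call and 341 lost it; the other 10 gained a call in 13 of 177 checks, and none reversed. For the lists, 0 were called with an estimated correlation and 10 by fry, against 20 to 30 under the other settings; the skeletal muscle list changed direction with its own score as the covariate (adjusted p = 0.101), which that covariate's construction causes. X-linked genes were not called under the settings run for them (p from 0.123 to 0.917); the muscle-score and GC fits were not run for that set. By TPM the male minus female difference in share was -0.615 percentage points for mitochondrial, -0.904 for haemoglobin and -1.30 for ribosomal protein genes; TPM corrects for length, and the cause was not tested. With 3 pools per sex, 49% of simulated 2-fold changes were recovered, which limits what a missing call means.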

Other observations

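All tests in this part were chosen after the results they bear on had been seen, and the genes it names beyond the rule were chosen after their values were seen. Each gene call in it, except that of Kdm5d, was lost without female 1, where 1 gene passed.

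Clock genes, a list written after some values were seen, did not move together: of 17 measured, 2 passed the threshold higher in males and 1 higher in females. Nr1d1, a repressor in the daily clock, stood at 98.7 ± 11.6 CPM in males and 45.3 ± 5.49 CPM in females (n = 3 each, adjusted p = 0.0323), and Cry1, another repressor, at 11.5 ± 0.960 and 19.8 ± 1.69 CPM (adjusted p = 0.0386). Dbp, an output gene of the clock, was 1.65-fold higher in males (adjusted p = 0.0678), a call lost with the muscle score as a covariate and with GC and length trends removed, and Per2 had a log2 fold change of -0.51 ± 0.21 (adjusted p = 0.222), and passed without female 3.

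The called genes of the central nervous system lists stood above the female mean in all 3 male libraries. Their selection as genes called higher in males favours this, so it does not bear on the source of the RNA. In male 1 the excess over females of the called neuronal, astrocyte and oligodendrocyte genes was a median 0.391, 0.522 and 0.457 of that in males 2 and 3 (ranges 0.197 to 1.06, 0.327 to 0.883 and 0.147 to 0.642). RNA from central nervous tissue cannot be told apart from other sources: the 18 abundant central transcripts all had positive log2 fold changes, 8 of them called, but their median was 0.74, 13 stood at 5 CPM or more in females, where a small share would be hidden, and 6 were already in the fixed lists and 2 named by the study. The 5 under 5 CPM in females were all called, with quartiles of log2 fold change of 2.94 and 4.34, but a low female mean favours a high ratio and 3 of them were in the fixed lists. Of the 18, Snap25 stood at 21.9 ± 7.13 CPM in males and 6.08 ± 2.42 in females, Slc1a2 at 19.6 ± 8.56 and 2.54 ± 0.870, and Aldoc and Vsnl1 were 4.97-fold and 15.5-fold higher, while of the spinal cord and brainstem list 2 of 3 measured genes were called (Slc6a5 and Slc17a6), both in the fixed lists, and of the forebrain and cerebellum lists 0 of 3 and 0 of 2. More RNA of sensory axons in general is argued against as the whole cause for the central neuron genes. The upper quartile of the sensory neuron genes was 0.68 on the log2 scale, below the lower quartile of the central neuron genes (1.34). The low female means of the latter limit this comparison, and 3 of the 11 sensory genes passed the threshold higher in males. Transport of selected messenger RNAs along axons stays open for the neuronal genes and was not tested. It would cover the called astrocyte and oligodendrocyte genes (6 of 13 and 4 of 11) only if neurons expressed them, which was not tested. Expression by cells of the nerve that differs with sex stays open too and was not tested.

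Female 3 held Ddx3y and Eif2s3y at 4.42% and 4.12% of the male mean. Reads of the X-linked copies Ddx3x and Eif2s3x are argued against, since their ratio in female 3 predicts 465 counts in females 1 and 2, where 0 were found. Male RNA or reads mixed into female 3 cannot be told apart from other sources. A single share for the 4 Y-linked genes gave a chi-square p of 0.0574, but 0.0210 when the error of the background level was left out. The background was the level in females 1 and 2. With it subtracted, Kdm5d in female 3 stood at 2.53% of the male mean and Uty at 7.06%. The chi-square test covers counting error only. Xist in male 1 was 0.485% of the female mean. No biological explanation was tested.

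The higher values of myelinating Schwann cell genes in males were set against 3 explanations. A lower share of fat, muscle or other tissue in males stays open. The upper quartile of 42 fibroblast, endothelium, mural and non-myelinating Schwann cell genes was 0.19 on the log2 scale. That lies below the lower quartile of the myelinating genes (0.60). The comparison cannot decide, because fibroblasts, endothelium and mural cells can belong to the other tissue too. The 7 non-myelinating Schwann cell genes alone had an upper quartile of 0.32, but they are few. RNA from central myelin is argued against as the cause for 6 genes of peripheral myelin. Their log2 fold changes were all positive with a median of 0.97, and 4 of them passed the threshold. All 6 were in the fixed lists, so they are not independent of the pattern, and they do not speak for its other genes. Trends with GC content and length are argued against as the whole cause, since with them removed the list's median was 0.86 against 0.89 and 11 genes passed. A difference between the sexes in the Schwann cells stays open as a hypothesis, and was not tested.

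Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 971 genes, 702 and 269 by direction, 407 beyond 2-fold and 916 on autosomes, each reached by 1 of the 10 splits, the real one, and the highest other count was 7. For lists called by camera the real split gave 21, 6 of the 10 splits gave as many, and the highest other gave 25 and the lowest 15. In the simulated data, where genes were independent, camera called 0 unshifted lists. The X-linked set had a p as small as 0.839 in 8 of the 10 splits, the smallest other being 0.00409.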
